A study of Mus musculus with 30 samples.

How the data were processed

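RNA was sequenced from 30 libraries in 9 groups, labelled as cultured mouse aortic smooth muscle cells. The growth protocol mentions both mouse and rat cells, and the source of the cells was not tested. Per the labels, cells were kept without serum for 48 h and were transfected for at least 24 h. Knockdown used GapmeR antisense oligonucleotides, which recruit RNase H to the RNA they bind, and overexpression used a plasmid. Treatment, where given, lasted 24 h, with angiotensin II at 10 ng/ml or with PDGF-BB, a growth factor, at 10 to 30 ng/ml. Total RNA was treated with DNase I and sequenced as paired reads of 75 bp. PDGF-BB was given to control cells only.

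The deposited table holds expected counts per gene, which the authors made with RSEM, one column per library and not scaled to depth. RSEM divides reads that map to several genes among them, so values need not be whole: each library of run 2 held 2099 to 2331 values that were not whole numbers, and each library of run 3 held 4429 to 5309. The labels state no aligner, genome build, gene annotation, strandedness or statistical test. The table lists 78334 gene identifiers. A GENCODE mouse annotation gave a symbol to 51486 of them by Ensembl identifier without its version, and 26848 had no match. Matched identifiers held 98.7% of all counts. That annotation was used for symbols, GC content, transcript length and genomic span only, and no coordinates are given because the build behind the table is not stated.

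The target was read from the gene 2610307P16Rik (ENSMUSG00000085936.10), a long noncoding RNA gene beside Sox4 in the mouse genome. No table used here pairs this symbol with CASC15. The rule for named genes lists CASC15, and this symbol was assigned to it once the table was held. The assignment rests on the position beside Sox4 and on its rise in the overexpression libraries, which was seen at that step, so the rise is no separate test of the overexpression. The labels do not say which transcripts "total" and "long" CASC15 stand for, and gene counts do not separate transcripts of the same gene. Some titles number the target from CASC15 upward across replicates, and libraries were grouped by the code in the library name, which does not change.

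Libraries came from sequencing runs 2 and 3. The runs were fitted separately, because each holds its own controls. Untreated cells with the control antisense oligonucleotide were sequenced in both. In run 2, the antisense control and the libraries labelled total CASC15 knockdown held 2 libraries each, and the plasmid control and total CASC15 overexpression held 3 each. In run 3, all 5 groups held 4. The labels also give a batch, P16 to P19, which runs with the replicate number inside each run: replicates 1 to 3 of run 2 are P17 to P19, and replicates 1 to 4 of run 3 are P16 to P19. Each batch therefore holds at most 1 library per group, and P19 holds none of the 2 antisense groups of run 2. Same-numbered libraries of different groups were more alike than others: after removing group means, the mean correlation across genes was 0.23 for same-numbered libraries of run 2 and -0.121 for other pairs, and 0.197 and -0.0606 in run 3. Removing group means makes the value for other pairs negative whenever the same-numbered value is positive. The same-numbered value alone therefore bears on pairing. The labels do not state a paired design, so every comparison was fitted without a replicate block and with the batch as a block. Counts of called genes, gene set tests and most other values are given from both in the same paragraph.

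Expected counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR with its minimum count of 10 and minimum total count of 15, which left 15350 genes in run 2 and 15103 in run 3. Counts were scaled with TMM factors, and all groups of a run were fitted together with edgeR's quasi-likelihood model with robust dispersion, a coefficient per group. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg, two-sided tests) within each of the 8 comparisons. Every adjusted p for a gene below comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless DESeq2 is named. Values per library are CPM, counts scaled to library size with TMM factors, given as mean ± SD. The common biological coefficient of variation was 0.232 in run 2 and 0.148 in run 3. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

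The 5 gene sets were written by hand: mitosis (50 genes), DNA replication (36), contractile (24, of which 21 were tested), interferon (35, of which 34 were tested in run 2 and 29 in run 3) and p53 targets (28). They were tested with limma's camera, which compares a set with all other genes, with its preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 40 tests. Each set's effect is given as the difference between its mean log2 fold change and that of the other genes tested. A set score is the mean log2 CPM over the set in a library. Named genes were chosen by a rule. It lists the target, its neighbour Sox4, the mitosis genes Mki67, Ccnb1, Plk1, Aurkb and Bub1b, and the contractile genes Acta2, Myh11, Tagln and Cnn1. For each comparison it adds the 2 called genes with the largest increase and the 2 with the largest decrease, among genes with a mean CPM of at least 5, a symbol that is not a predicted-gene or Rik symbol, and no overlap between the groups. The groups, comparisons, tests, gene sets, this rule and most alternatives were set before the data were examined.

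The alternatives were DESeq2's Wald test, DESeq2's size factors in the edgeR fit (RLE), no filter on low counts, a filter at a mean CPM of at least 1, only the groups compared in the fit, the batch as a replicate block, a minimum absolute log2 fold change of 1, fry in place of camera, agreement over called genes only, and leaving out each library in turn. After the data were seen, camera with the correlation between genes estimated from the data, with and without the block, leave-one-out fits for the agreement between comparisons and leave-one-out fits of the gene sets with the block were added.

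Total counts were 18007199 to 21881959 per library in run 2 and 15771490 to 30362047 in run 3. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold against such a group is a lower bound computed against that floor. Intervals and floors cover counting error only. The tests were tried on simulated counts with the means of these libraries, in which 200 genes were changed 2-fold. Each gene's dispersion was taken from the trend over expression, and no batch differences were put in. Of the changed genes that passed the filter, 33.7% were recovered with 2 against 2 libraries of run 2, 56.9% with 3 against 3, and 81.8% with 4 against 4 libraries of run 3, with 9, 4 and 8 false calls. For the interaction, which has changed genes in 2 groups, 274 of 394 (69.5%) were recovered with 11 false calls. Of 20 gene set tests on simulated counts with no change in the sets and no correlation between genes, 1 had a camera p under 0.05, where the smallest p was 0.000993. Correction for GC content and transcript length subtracted a lowess curve (span 0.3) of each library's values on the property. A GC bias added to the simulated counts gave 1065 false calls in run 2 and 5387 in run 3, and 1 and 6 after correction. Spearman's rho between libraries of the same group was 0.8905 to 0.9142 over 38 pairs. The chi-square of those pairs per degree of freedom over genes with at least 20 counts was 4.22 to 74.6, where counting error alone gives about 1, so no library repeats another.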

Results

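RNA of cultured cells labelled as mouse aortic smooth muscle was sequenced in 30 libraries from 2 sequencing runs. The aim was to ask how the long noncoding RNA gene CASC15 bears on growth and mitosis of these cells. Run 2 held untreated cells: 2 libraries with a control antisense oligonucleotide, 2 labelled total CASC15 knockdown, 3 with a control plasmid and 3 with total CASC15 overexpression. Run 3 held 5 groups of 4 libraries. They were cells with a control antisense oligonucleotide, untreated, under angiotensin II or under PDGF-BB, and cells with knockdown of long CASC15, untreated or under angiotensin II. Total expected counts were 19458837 and 21878931 in the antisense controls of run 2, 19329442 and 21881959 in the libraries labelled total knockdown, 18007199 to 21715437 in the plasmid controls and 18045203 to 20486902 in the overexpression libraries. In run 3 they were 18382306 to 30362047 in untreated controls, 15771490 to 20385011 in controls under angiotensin II, 18703554 to 21270146 in controls under PDGF-BB, 17276145 to 20716182 in untreated long knockdown and 18073106 to 19924079 in long knockdown under angiotensin II. Libraries held 16088 to 18495 genes with at least 3 counts in run 2 and 16496 to 18392 in run 3. The 10 genes with the most counts took 4.39% to 6.37% of a library in run 2 and 6.08% to 8.08% in run 3.

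The first question was whether the target changed. In run 2, 2610307P16Rik, read here as mouse CASC15, had a mean of 7.02 ± 0.914 CPM in the antisense controls (SD, n = 2, 129 and 172 counts) and 9.01 ± 1.02 CPM in the libraries labelled total CASC15 knockdown (SD, n = 2, 185 and 194 counts). The log2 fold change was 0.36 (SE 0.327, adjusted p = 0.739, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.528 with the replicate block). A fall was not seen in either batch, where the log2 ratios were 0.34 and 0.38. Over 10 alternatives the log2 fold change ran from 0.22 to 0.49. In overexpression the target rose from 6.42 ± 2.34 to 716 ± 174 CPM (SD, n = 3 each), 112-fold, a log2 fold change of 6.79 (SE 0.315, adjusted p = 1.88e-05, and 2.68e-05 with the block). Its log2 ratio was between 6.12 and 7.29 in the 3 batches. This rise also served to assign the gene, so it is no separate test of the overexpression. In run 3 the target fell to 52.1% of control with long knockdown in untreated cells, from 5.52 ± 0.53 to 2.87 ± 0.561 CPM (SD, n = 4 each; log2 fold change -0.95, SE 0.186, adjusted p = 0.000832, and 0.000253 with the block). Under angiotensin II it fell to 57.8%, from 5.27 ± 0.63 to 3.04 ± 0.603 CPM (log2 fold change -0.79, SE 0.187, adjusted p = 0.00372, and 0.00143 with the block). It was lower in the knockdown library of each of the 4 batches in both comparisons, with log2 ratios from -1.48 to -0.51 and from -1.03 to -0.27. Leaving out 1 library moved the untreated value most, to between -1.06 and -0.83.

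**Figure D1:**
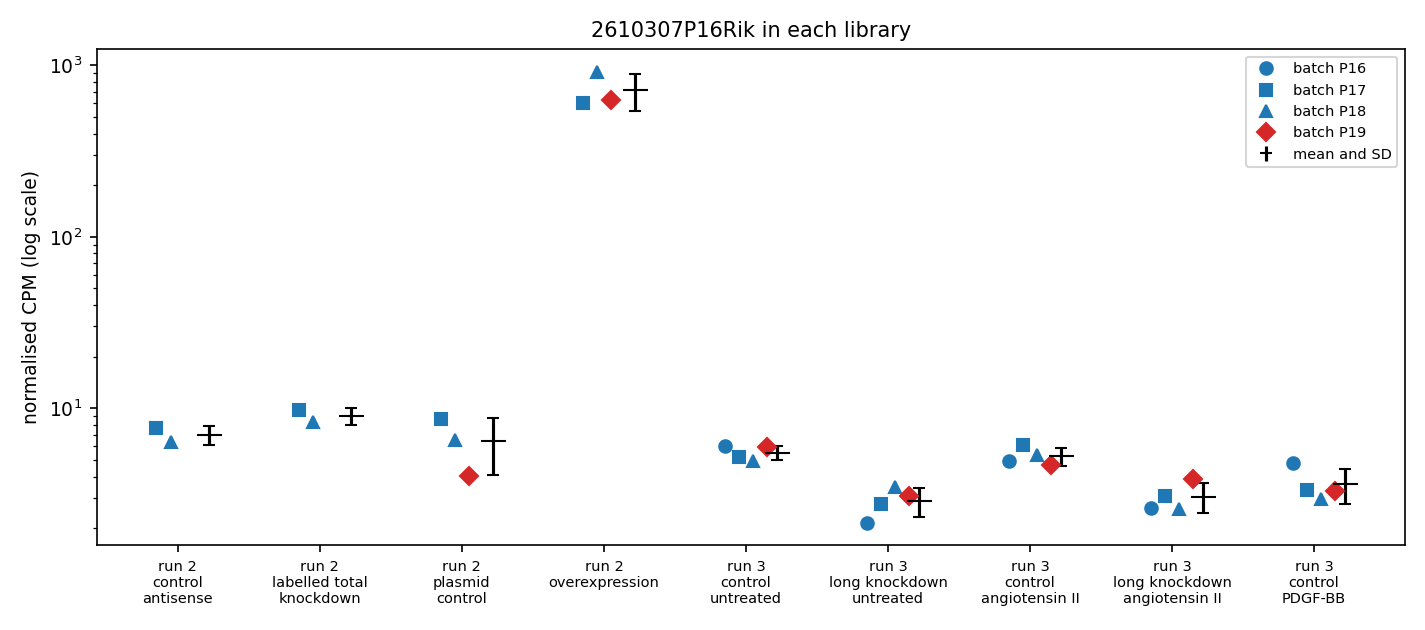
CPM of 2610307P16Rik per library on a log scale, by group, with the symbol giving the batch (P19 in red) and black bars the group mean and SD. The 3 overexpression libraries sit between 604 and 916 CPM, and the 2 libraries labelled total knockdown, at 8.29 and 9.73 CPM, sit above both antisense controls, at 6.37 and 7.66 CPM.

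The libraries labelled total CASC15 knockdown were compared with their antisense controls to ask which genes change when CASC15 is targeted. Of 15350 genes tested, 317 were called (2.07%), 231 higher and 86 lower. Among alternatives the replicate block moved this count most: it called 2209 genes, 1345 higher and 864 lower, with all 317 among them (pairing r, the mean correlation across genes after removing group means, 0.253 for same-numbered and -0.253 for other-numbered libraries of these groups). With 2 libraries per group, removing group means makes the other-numbered value the same-numbered value with its sign changed. Only the same-numbered value therefore bears on pairing. The median absolute log2 fold change of the 317 genes was 2.78. Genes that were higher had a median log2 CPM of 0.686, against 4.4 for all genes tested. Kif17 (ENSMUSG00000028758.13) rose from 0.0939 ± 0.00684 CPM, 2 counts in each control, to 15.2 ± 4.91 CPM (SD, n = 2 each), at least 103-fold higher (adjusted p = 0.00202, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.34e-06 with the block). Baiap3 (ENSMUSG00000047507.14) rose from 0.121 ± 0.108 to 11.8 ± 5.45 CPM (log2 fold change 6.57, SE 0.65, adjusted p = 0.00446, and 9.77e-06 with the block). Pdzrn3 (ENSMUSG00000035357.18) fell from 56.9 ± 5.67 to 5.19 ± 3.73 CPM (log2 fold change -3.46, SE 0.613, adjusted p = 0.0275, and 0.0111 with the block). Klhdc8b (ENSMUSG00000032609.13) fell from 48.4 ± 20.9 to 4.65 ± 1.58 CPM (log2 fold change -3.38, SE 0.421, adjusted p = 0.00975, and 0.00779 with the block). Of the 10 genes named in advance that could be tested, 1 was called: Myh11, the smooth muscle myosin heavy chain, rose from 0.989 ± 0.139 to 5.49 ± 1.67 CPM (log2 fold change 2.47, SE 0.434, adjusted p = 0.0239, and 0.00162 with the block). With the block, 6 of the 10 were called, among them the 5 mitosis genes.

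Overexpression of total CASC15 was compared with the plasmid control. Without the block 253 genes were called, 168 higher and 85 lower. With it 2721 were called, 1443 higher and 1278 lower, with all 253 among them (pairing r 0.499 for same-numbered and -0.236 for other-numbered libraries). Leaving out 1 of the 6 libraries gave 86 to 867 genes without the block. Lcn2 (ENSMUSG00000026822.15), at 1 count or none in the plasmid controls, rose to 216 ± 81 CPM (SD, n = 3), at least 1270-fold higher (adjusted p = 1.88e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.95e-08 with the block). Saa3 (ENSMUSG00000040026.9), at 2 counts or fewer in the controls, rose to 26.6 ± 23.4 CPM, at least 156-fold higher (adjusted p = 0.016, and 7.3e-07 with the block). Hmcn1 (ENSMUSG00000066842.19) fell from 19.8 ± 11 to 2.72 ± 0.895 CPM (log2 fold change -2.87, SE 0.488, adjusted p = 0.0232, and 0.0221 with the block). Sema3d (ENSMUSG00000040254.12) fell from 20.3 ± 4.11 to 3.96 ± 0.521 CPM (log2 fold change -2.36, SE 0.201, adjusted p = 0.000715, and 1.04e-05 with the block). Saa3 was no longer past the threshold in 3 and Hmcn1 in 6 of 12 alternatives. Sox4 (ENSMUSG00000076431.5), the neighbour of the target, went from 1160 ± 450 to 512 ± 172 CPM (SD, n = 3 each). Its log2 fold change was -1.18 (SE 0.329, adjusted p = 0.129) without the block and -1.15 (adjusted p = 2.6e-05) with it, and the adjusted p ran from 2.81e-10 to 0.378 over 12 alternatives. Sox4 was not called in long knockdown, where the target fell. Its log2 fold change there was 0.149 untreated and 0.11 under angiotensin II (adjusted p = 0.289 and 0.447, and 0.114 and 0.217 with the block). In the libraries labelled total knockdown it was -0.12 (adjusted p = 0.955, and 0.503 with the block). In overexpression the 5 mitosis genes named in advance were called with the block and not without it.

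Knockdown of long CASC15 was compared with its controls in untreated cells and under angiotensin II. In untreated cells 3783 of 15103 genes were called (25%), 1855 higher and 1928 lower, and 6126 with the block, 3022 higher and 3104 lower (3780 in both; pairing r 0.195 for same-numbered libraries). Under angiotensin II 4033 were called (26.7%), 2021 higher and 2012 lower, and 6238 with the block, 3083 higher and 3155 lower (4030 in both; pairing r 0.184). Most changes were small: 773 and 809 genes had an absolute log2 fold change of at least 1. The rule picked the same 4 genes in both comparisons. Gas7 (ENSMUSG00000033066.18) rose from 2.63 ± 0.968 to 27.7 ± 13.8 CPM in untreated cells (SD, n = 4 each; log2 fold change 3.42, SE 0.511, adjusted p = 0.000104, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.03e-08 with the block), and by 3.48 under angiotensin II. Pi15 (ENSMUSG00000067780.4) rose from 1.59 ± 0.541 to 12.7 ± 6.23 CPM (log2 fold change 3.01, SE 0.538, adjusted p = 0.000476, and 8.87e-07 with the block), and by 3.65 under angiotensin II. Ms4a4d (ENSMUSG00000024678.7) fell from 16.9 ± 1.79 to 2.44 ± 1.49 CPM (log2 fold change -2.79, SE 0.297, adjusted p = 1.5e-06, and 2.99e-06 with the block), and the log2 fold change under angiotensin II was -3.16. Zfp57 (ENSMUSG00000036036.16) fell from 162 ± 37.1 to 24.4 ± 6.42 CPM (log2 fold change -2.73, SE 0.25, adjusted p = 5.34e-07, and 1.38e-15 with the block), with -2.73 under angiotensin II. Myh11, at 3 counts or fewer in the untreated controls, was at least 5.78-fold higher at 0.939 ± 0.525 CPM (adjusted p = 0.000764, and 0.000215 with the block). Under angiotensin II its log2 fold change was 1.98 (adjusted p = 0.0344, and 0.0158 with the block), and it was not past the threshold in 6 of 12 alternatives. Over all 12 the adjusted p ran from 0.0132 to 0.134. Plk1, a mitotic kinase, fell from 5.63 ± 2.16 to 2.06 ± 1.33 CPM under angiotensin II (log2 fold change -1.43, SE 0.402, adjusted p = 0.0135, and 0.000774 with the block). Of the 5 mitosis genes named in advance, none was called in untreated cells and 1 under angiotensin II, and with the block 4 and 5 were.

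Angiotensin II was compared with no treatment to ask whether it changes transcription and whether long CASC15 knockdown changes that response. In control cells 0 genes were called and 156 had an unadjusted p under 0.05 (smallest adjusted p = 0.255, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0 called, 262 and 0.953 with the block; pairing r 0.228). In cells with long knockdown 0 were called and 174 had an unadjusted p under 0.05 (0 and 324 with the block; pairing r 0.333). For the interaction, the difference between both responses, 0 were called and 166 had an unadjusted p under 0.05 (0 and 326 with the block; pairing r 0.222). In simulated counts of the same design, 81.8% of genes changed 2-fold were recovered for 4 against 4 libraries and 69.5% for the interaction. Those counts held no batch differences and no gene more variable than the dispersion trend. The target's log2 fold change under angiotensin II was -0.07 in control cells and 0.09 in long knockdown (adjusted p = 1 for both, with and without the block).

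PDGF-BB was compared with no treatment in control cells. It gave 6586 called genes (43.6%), 3570 higher and 3016 lower, and 8238 with the block, 4281 higher and 3957 lower (6573 in both; pairing r 0.205). E2f8 (ENSMUSG00000046179.18) rose from 0.895 ± 0.667 to 19.3 ± 2.43 CPM (SD, n = 4 each; log2 fold change 4.36, SE 0.582, adjusted p = 9.82e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.45e-08 with the block). Cdc6 (ENSMUSG00000017499.16) rose from 2.23 ± 1.86 to 47 ± 10.5 CPM, 21.1-fold (SE 0.547 on the log2 scale, adjusted p = 6.98e-06, and 8.26e-11 with the block). Fat4 (ENSMUSG00000046743.7) fell from 13.4 ± 2.79 to 1.68 ± 0.494 CPM (log2 fold change -2.98, SE 0.256, adjusted p = 2.85e-08, and 1.72e-14 with the block). Ogn (ENSMUSG00000021390.7) fell from 209 ± 25.2 to 27.8 ± 3.42 CPM (log2 fold change -2.91, SE 0.255, adjusted p = 9.12e-08, and 6.43e-09 with the block). The 5 mitosis genes named in advance were called and higher, among them Mki67, from 27.4 ± 14.8 to 377 ± 17.1 CPM (log2 fold change 3.77, SE 0.858, adjusted p = 0.00209, and 2.68e-05 with the block). The contractile gene Acta2 fell from 212 ± 12.9 to 110 ± 10.7 CPM (log2 fold change -0.94, SE 0.138, adjusted p = 2.15e-05, and 7.27e-05 with the block). The contractile genes Myh11 and Tagln were not called (log2 fold change -1.87 and -0.99, adjusted p = 0.266 and 0.108, and 0.216 and 0.0576 with the block). Both had few counts, so these tests say little about a fall. Myh11 was at 0.05268 CPM or less under PDGF-BB and 0.1016 or less in untreated controls. Tagln was at 0.4108 to 0.7902 and 0.714 to 1.646 CPM. Sox4 fell from 1100 ± 74.4 to 526 ± 96.1 CPM (log2 fold change -1.06, SE 0.1, adjusted p = 6.31e-08, and 2.12e-10 with the block), and 2610307P16Rik fell to 65.3% of control (log2 fold change -0.62, SE 0.184, adjusted p = 0.0101, and 0.00611 with the block).

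**Figure D2:**
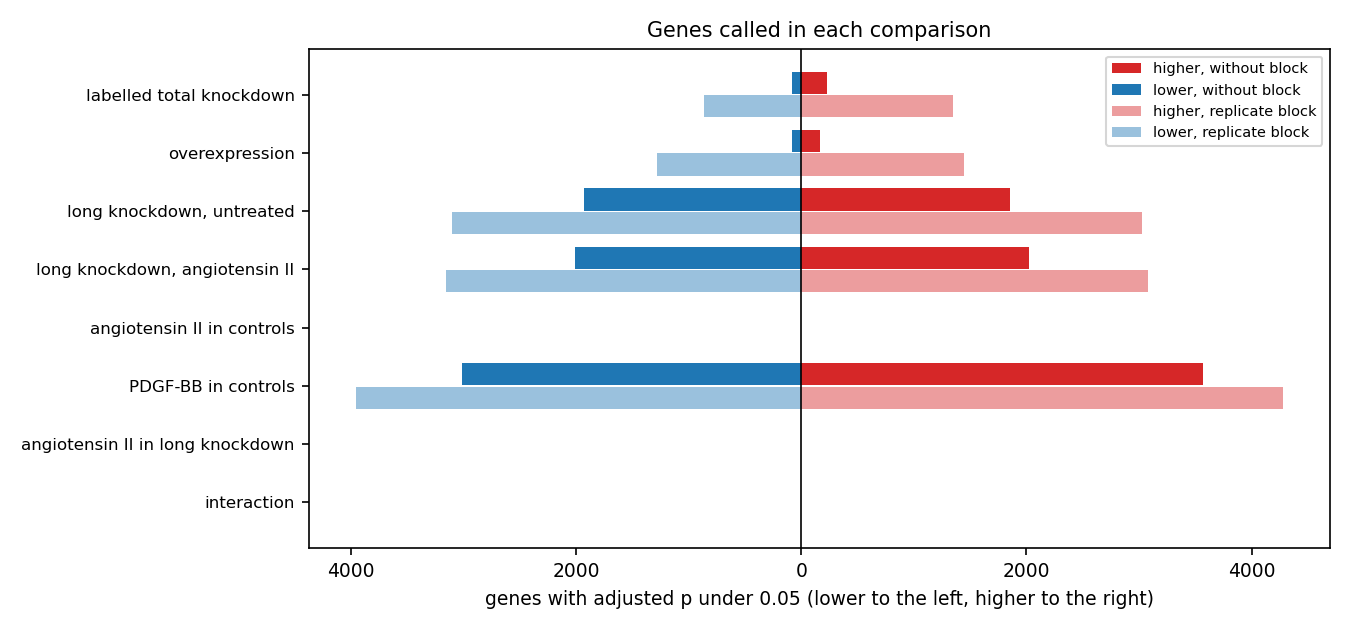
Number of genes with an adjusted p under 0.05 in each comparison, higher genes to the right in red and lower genes to the left in blue, full colour without and pale colour with the replicate block. PDGF-BB gave 3570 higher and 3016 lower genes without the block, and both angiotensin II comparisons and the interaction gave 0.

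Gene sets were compared to ask whether mitosis, DNA replication, contractile, interferon and p53 target genes moved as groups. Of 40 tests with limma's camera, 19 had an adjusted p under 0.05, and 21 with the replicate block. This number depended on the test: 6 were past the threshold with fry, and 1, DNA replication under PDGF-BB (adjusted p = 0.0141), when camera estimated the correlation between genes from the data. The signs below were the same under TMM and RLE scaling. In the libraries labelled total knockdown the mitosis set was higher by 1.31 (limma's camera, adjusted p = 1.4e-07; 48 of 50 genes higher; 1.30 and 1.18e-46 with the block; adjusted p up to 0.955 over its alternatives). No mitosis gene was called on its own among all genes or over the list alone, against 44 and 46 with the block. The set score was higher in both batches, by 1.34 and 1.53. In overexpression the set was higher by 0.61 (limma's camera, adjusted p = 0.00164; 49 of 50 genes higher; 0.71 and 8.19e-19 with the block; adjusted p up to 0.965 over its alternatives). No member was called among all genes or over the list, against 41 and 43 with the block. Its score was higher in 3 of 3 batches, by 0.445 to 0.926, and the group SD was 1.24 in controls and 1.02 in overexpression. Leaving out 1 library took the difference from -0.19 to 1.70 without the block, where it also unbalances the batches, and from 0.59 to 0.88 with the block.

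In untreated long knockdown the mitosis set was lower, with a difference of -1.07 (limma's camera, adjusted p = 1.17e-05; 46 of 50 genes lower; -1.13 and 8.14e-08 with the block; adjusted p up to 0.955 over its alternatives). Of its genes 7 were called among all genes and 4 over the list alone, against 40 and 46 with the block. Under angiotensin II the difference was -1.25 (limma's camera, adjusted p = 2.64e-07; 47 of 50 lower; -1.32 and 5.44e-10 with the block), with 15 called among all genes and 37 over the list, against 45 and 46 with the block. The score was lower in the knockdown library of all 4 batches in both comparisons, by values from -1.77 to -0.59 and from -1.83 to -0.788. PDGF-BB raised the mitosis set by 3.19 and the DNA replication set by 2.43 (limma's camera, adjusted p = 4.31e-25 and 3.27e-57; 3.34 and 2.47, adjusted p = 8.71e-36 and 1.61e-78, with the block), with 50 of 50 genes called, 49 higher and 1 lower, and 36 of 36 called and higher, and both scores higher in 4 of 4 batches. Under angiotensin II in control cells the mitosis difference was 0.12 (limma's camera, adjusted p = 0.0204, and 0.000938 with the block), the score was higher in 3 of 4 batches, and leaving out 1 library took the difference from -0.17 to 0.45 without the block and from 0.08 to 0.19 with it.

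**Figure D3:**
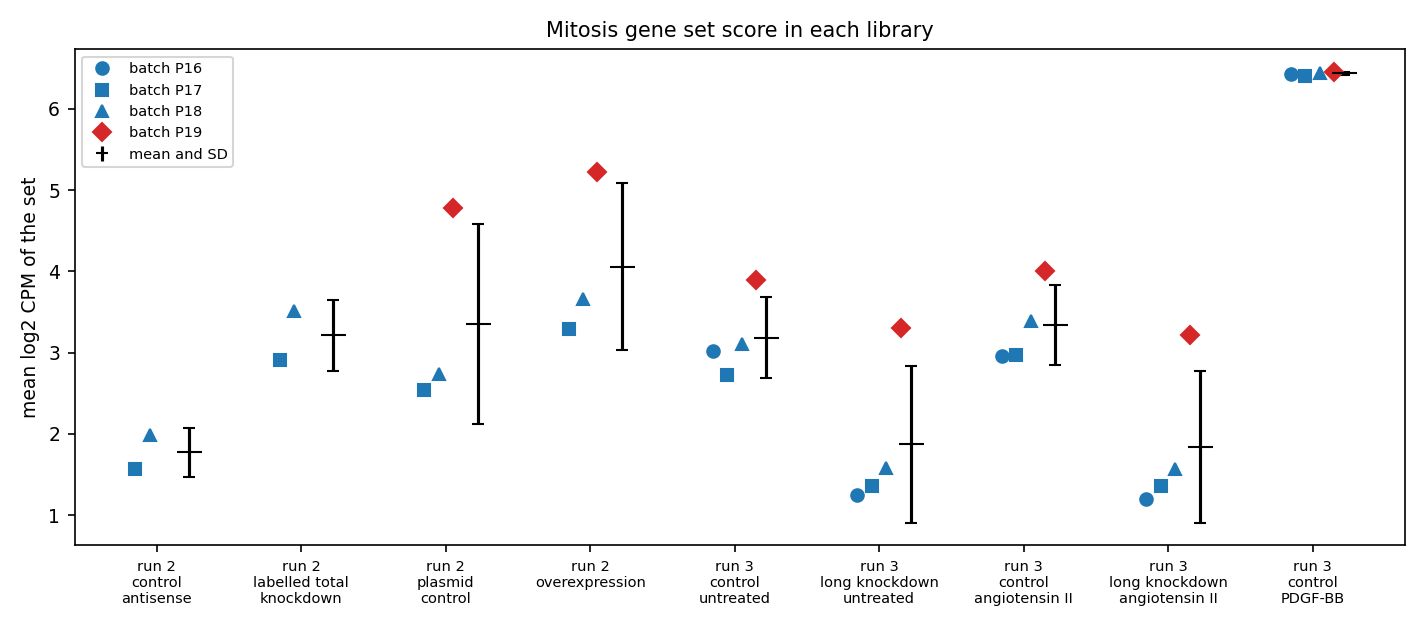
Mean log2 CPM of the 50 mitosis genes per library, by group, with the symbol giving the batch (P19 in red) and black bars the group mean and SD. PDGF-BB libraries sit between 6.41 and 6.46, and untreated long knockdown libraries between 1.24 and 3.30 against 2.73 to 3.89 in their controls, with the P19 library highest in each of the 7 groups that hold it.

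The interferon set was lower in long knockdown, with a difference of -1.35 in untreated cells (limma's camera, adjusted p = 6.02e-14; 28 of 29 genes lower, and 1.78e-12 with the block) and -1.12 under angiotensin II (limma's camera, adjusted p = 1.62e-10; 28 of 29 lower, and 3.41e-09 with the block). Neither was past the threshold with camera's estimated correlation (adjusted p = 0.207 and 0.32, and 0.164 and 0.219 with the block). In untreated cells 21 of 29 members were called among all genes and 23 over the list alone, and the score was lower in 4 of 4 batches, by -1.47 to -0.775. It was higher in the libraries labelled total knockdown by 0.77 (limma's camera, adjusted p = 0.00765, 24 of 34 genes higher, and 0.0469 with the block) and in overexpression by 0.70 (limma's camera, adjusted p = 7.71e-08; 32 of 34 genes higher; 3.88e-08 with the block; higher in 3 of 3 batches). No member was called in either without the block. With only the groups compared, the total knockdown difference was 0.30 (limma's camera, adjusted p = 0.152). With fry the adjusted p values were 0.772 and 0.451, and with camera's estimated correlation 0.955 for both. Leave-one-out differences ran from 0.68 to 0.98 and from 0.38 to 0.98. With the block they ran from 0.32 to 1.11 and from 0.51 to 1.05. The interferon set also had an interaction difference of 0.23 (limma's camera, adjusted p = 0.00873; 22 of 29 genes higher; 0.24 and 0.00228 with the block), and the adjusted p ran from 8.6e-07 to 0.955 over its alternatives. The mitosis interaction was -0.17 (limma's camera, adjusted p = 0.0559; 41 of 50 genes lower; -0.19 and 0.00711 with the block). The DNA replication interaction was -0.07 (limma's camera, adjusted p = 0.133, and -0.08 and 0.0148 with the block). Both were thus past the threshold with the block and not without it. Leave-one-out fits of the mitosis interaction with the block ran from -0.68 to 0.35. Under PDGF-BB the interferon difference was -0.56 (limma's camera, adjusted p = 0.00163; 25 of 29 genes lower; -0.57 and 0.000812 with the block) and under angiotensin II in long knockdown 0.18 (limma's camera, adjusted p = 0.0175; 22 of 29 higher; 0.19 and 0.00929 with the block). With camera's estimated correlation the adjusted p was 0.955 for both. The angiotensin II value was also not past the threshold without the filter (limma's camera, adjusted p = 0.0567), with only the groups compared (0.0911) or with fry (0.801). Its leave-one-out differences ran from 0.10 to 0.28, and from 0.02 to 0.34 with the block. The p53 set was higher by 0.47 in the libraries labelled total knockdown (limma's camera, adjusted p = 9.6e-13; 27 of 28 genes higher, 3 called among all genes and 16 over the list; 0.48 and 9.88e-18 with the block, 21 and 22 called). Its leave-one-out differences ran from 0.25 to 0.49, and from 0.30 to 0.56 with the block. With camera's estimated correlation the adjusted p was 0.32, and 0.219 with the block. The contractile set was lower in overexpression, by -0.44 (limma's camera, adjusted p = 0.00101; 18 of 21 genes lower, 1 called among all genes and 1 over the list; -0.43 and 0.000514 with the block), and lower in 3 of 3 batches. Under PDGF-BB the contractile difference was -0.28 and not past the threshold (limma's camera, adjusted p = 0.661; 12 of 21 genes lower; -0.30 and 0.626 with the block). Its score there was lower in 4 of 4 batches. DNA replication genes were higher in the libraries labelled total knockdown by 0.59 (limma's camera, adjusted p = 0.0057, and 3.97e-10 with the block) and in overexpression by 0.51 (limma's camera, adjusted p = 0.0103, and 2.09e-07 with the block). Under angiotensin II in control cells the DNA replication difference was 0.08 (limma's camera, adjusted p = 0.0089; 26 of 36 genes higher; 0.08 and 3.96e-05 with the block). Long knockdown did not move the DNA replication set past the threshold in untreated cells (difference -0.23, limma's camera, adjusted p = 0.634, and 0.345 with the block; 4 of 36 genes called, and 16 with the block) or under angiotensin II (-0.30, limma's camera, adjusted p = 0.241, and 0.0735 with the block; 4 called, and 16 with the block). Its score was lower in 4 of 4 batches in both, by -0.321 to -0.092 and by -0.361 to -0.173. Under angiotensin II, leave-one-out fits with the block ran from -0.35 to -0.27 (limma's camera, adjusted p = 0.0263 to 0.156).

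**Figure D4:**
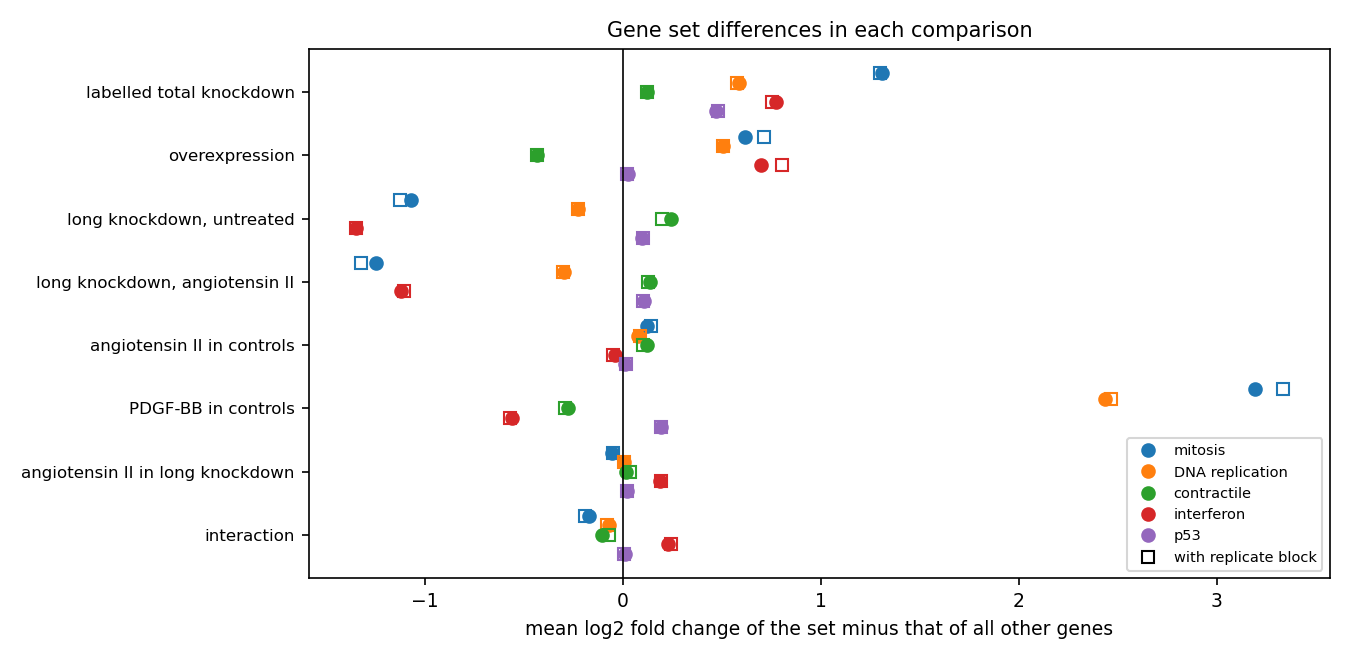
Mean log2 fold change of each gene set minus that of all other genes tested, on the horizontal axis, for the 8 comparisons on the vertical axis, with colour giving the set, filled circles the fits without and open squares those with the replicate block. The mitosis set lies at 1.31 in the libraries labelled total knockdown, 0.61 in overexpression, -1.07 and -1.25 in long knockdown and 3.19 under PDGF-BB.

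Fold changes were compared between pairs of comparisons that share no library, by Spearman's rho across genes, where genes are not independent replicates. Long knockdown in untreated cells and under angiotensin II gave a rho of 0.81 over 15103 genes (0.811 with the block). Of 3029 genes called in both, 3028 had the same direction, and with the block 4989 of 4990. Without a filter on low counts this rho was 0.33, the value farthest from 0.81. The libraries labelled total knockdown and untreated long knockdown gave -0.243 over 14185 genes (-0.243 with the block). Of 70 genes called in both, 45 had opposite directions, and with the block 801 of 1064. The libraries labelled total knockdown and overexpression gave 0.21 (0.209 with the block), with 12 of 16 genes called in both changed in the same direction, and 534 of 633 with the block. Over genes called in either of these comparisons rho was -0.08. The response to angiotensin II in control cells and in long knockdown gave -0.0362 (-0.0318 with the block).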

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

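The tests of total counts, of the order of the P19 libraries, of batches, of single libraries and of correlation between genes were chosen only after the results they address were seen.

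Each group of 4 libraries was searched for a library far from the other 3, over the total count, the CPM of the genes named in advance other than Cnn1 and the 5 set scores. Of 80 values, 16 were past Dixon's critical value at the 95% level, where chance gives about 4, and the values are correlated with each other. P19 libraries, replicate 4 of run 3, gave 13 of the 16. In untreated long knockdown, replicate 4 had 31.52 CPM of Mki67 (the others 1.681 to 3.561), 9.87 of Bub1b (2.195 to 3.207) and 12.74 of Ccnb1 (1.074 to 2.446). Its mitosis score was 3.302 (the others 1.244 to 1.58) and its DNA replication score 3.555 (2.941 to 3.022). In long knockdown under angiotensin II, replicate 4 had 30.09 CPM of Mki67 (the others 1.619 to 4.193), 7.473 of Bub1b (2.536 to 2.927), 12.56 of Ccnb1 (1.078 to 2.196) and 4.783 of Aurkb (0.3594 to 0.8486), and a DNA replication score of 3.552 (2.942 to 3.041). Replicate 4 of the controls had a DNA replication score of 6.012 under PDGF-BB (the others 5.673 to 5.723) and p53 scores of 5.786 under angiotensin II (5.505 to 5.509) and 5.756 untreated (5.47 to 5.501). The remaining 3 values rested on few counts: Myh11 at 0.3922 CPM in replicate 2 of the controls under angiotensin II (the others 0.06166 to 0.1168) and at 0.05268 CPM, 1 count, in replicate 3 of the controls under PDGF-BB (the others 0), and Tagln at 0.7902 CPM in that same library (the others 0.4108 to 0.4581).

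The P19 library had the highest mitosis score in 7 of the 7 groups that hold one, including the overexpression groups of run 2, where a chance order of the libraries would give 1.92 on average. Larger libraries were tested as a cause: the P19 library held the most counts in 3 of the 7 groups, so depth does not account for the pattern. A difference between batches was tested over all genes. In 7 of the 7 groups every pair of libraries with the P19 library had a larger chi-square per degree of freedom than every other pair, 22.1 to 36.8 against 4.22 to 10.7 in run 3 and 46.7 to 74.6 against 32.1 to 38.7 in run 2. The P19 libraries thus differ as a batch, and that difference may lie behind their mitosis scores. What the batches differ in is not stated. Within P19 the mitosis score was lower with long knockdown by -0.59 untreated and by -0.788 under angiotensin II, the smallest differences of the 4 batches.

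The difference between both angiotensin II responses was past the threshold for the interferon set, 0.2274 with limma's camera (adjusted p = 0.00873, with 22 of 29 genes higher). Leaving out a single library kept it above 0, with 0.1323 as the lowest value over 16 fits, so no single library set its sign. It was no longer past the threshold in 6 of the 16. With the replicate block the values ran from 0.07913 to 0.3963, and it was no longer past the threshold in 4 of 16. When the correlation between genes of the set was estimated from the data, the adjusted p was 0.955, and over all alternatives it ran from 8.6e-07 to 0.955. Correlation between the genes of this set may therefore account for the low p of the preset test, and a change of the response by long knockdown cannot be told apart from it. No gene was called for the interaction, and 166 had an unadjusted p under 0.05.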

How the results depend on the processing

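DESeq2's size factors in the edgeR fit changed the direction or the side of the threshold of none of the 8 counts of called genes, 40 named-gene values, 40 set differences and 4 rho values. The results below changed under another alternative, and the cause was not tested. Alternatives with the correlation between genes estimated, the leave-one-out fits for rho and those of gene sets with the block were chosen after seeing the data.

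Counts of called genes moved by more than 1.5-fold as follows. In the libraries labelled total knockdown (317) they were 1325 without a filter on low counts, 190 at a mean CPM of at least 1, 2209 with the replicate block, 1079 with only the groups compared and 666 with DESeq2's Wald test. In overexpression (253) they were 1363 without the filter, 2721 with the block, 66 with only the groups compared, 145 at an absolute log2 fold change of at least 1 and 732 with DESeq2. Higher genes were 66.4% of the 253 called in overexpression and 46.4% of those called without the filter. The block gave 6126 genes in untreated long knockdown (3783) and 6238 under angiotensin II (4033), and the fold change minimum gave 773, 809 and, for PDGF-BB (6586), 1533. For angiotensin II in control cells, 1 gene was called with only the groups compared and 1 with DESeq2, and for the interaction 1 and 2. Leaving out 1 library gave 86 to 867 genes in overexpression, 2889 to 4882 and 3042 to 4880 in long knockdown untreated and under angiotensin II, 5601 to 6624 for PDGF-BB, and 0 in the other 3 comparisons (156 to 174 at an unadjusted p under 0.05 with all libraries). For the libraries labelled total knockdown this leaves 1 library in a group, so no counts were made.

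Apart from leave-one-out fits, set differences that changed sign were not past the threshold before or after. Without the filter these were -0.112 (contractile, labelled total knockdown), -0.03224 and -0.01834 (DNA replication and p53, angiotensin II in long knockdown) and -0.07545 (p53, interaction). At a mean CPM of at least 1 they were -0.001452 (contractile, labelled total knockdown), -0.00369 (p53, overexpression), and for the contractile set -0.06916 and -0.1015 (long knockdown untreated and under angiotensin II) and -0.005324 (angiotensin II in long knockdown). With only the groups compared they were -0.0126 (p53, overexpression) and for the contractile set -0.1193, -0.07382 (long knockdown untreated and under angiotensin II) and -0.01898 (angiotensin II in control cells). The interaction passed the threshold for the mitosis set without the filter (-0.2548) and with the block (-0.1943), and for DNA replication with the block (-0.07908).

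With fry in place of camera, and with the correlation between genes estimated, these were no longer past the threshold, at the same differences: mitosis and DNA replication in the libraries labelled total knockdown (1.31, 0.5855), mitosis, DNA replication and contractile in overexpression (0.6147, 0.5075, -0.4367), mitosis in long knockdown untreated and under angiotensin II (-1.074, -1.248), and mitosis and DNA replication under angiotensin II in control cells (0.1202, 0.07511). With the correlation estimated, mitosis under PDGF-BB (3.194) was not past it either. With that estimate and the block the values, in the same order, were 1.301, 0.577, 0.7119, 0.5043, -0.4327, -1.128, -1.322, 0.1426, 0.08406 and 3.337, and none was past it. DNA replication under PDGF-BB remained past it under each of these.

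Leave-one-out fits without the block took set differences from -0.0633 to 0.1492 (contractile, labelled total knockdown). In overexpression they ran from -0.1861 to 1.696 (mitosis), -0.07284 to 1.095 (DNA replication), -0.6281 to -0.2589 (contractile) and -0.06995 to 0.1054 (p53). In long knockdown they ran from -0.4625 to -0.1201 (DNA replication, under angiotensin II) and from -0.001231 to 0.179 (p53, untreated). Under angiotensin II in control cells they ran from -0.1747 to 0.4478 (mitosis), -0.1096 to 0.2356 (DNA replication), -0.1779 to 0.05321 (interferon) and -0.0735 to 0.09593 (p53), and in long knockdown from -0.8554 to 0.795 (mitosis), -0.1582 to 0.1842 (DNA replication), -0.06197 to 0.1301 (contractile) and -0.05542 to 0.1119 (p53). For the interaction they ran from -0.9734 to 0.6777 (mitosis), -0.2329 to 0.1125 (DNA replication), -0.185 to 0.006669 (contractile) and -0.07873 to 0.102 (p53). With the block such fits ran from 0.3764 to 0.7152 (DNA replication, labelled total knockdown), 0.5945 to 0.8812 and 0.4587 to 0.5847 (mitosis and DNA replication, overexpression), 0.07668 to 0.1855 and 0.04125 to 0.1259 (the same sets, angiotensin II in control cells), -0.5442 to 0.4905 (mitosis, angiotensin II in long knockdown) and, for the interaction, -0.6828 to 0.3531 (mitosis) and -0.1439 to 0.03185 (contractile). For angiotensin II in long knockdown they also ran from -0.01401 to 0.03758 (DNA replication) and -0.04841 to 0.1287 (contractile), reversed in 4 and 1 of 8 fits. For the DNA replication interaction they ran from -0.1212 to -0.0372 (limma's camera, adjusted p = 0.000943 to 0.146). DNA replication in long knockdown under angiotensin II ran from -0.3511 to -0.2656 (limma's camera, adjusted p = 0.0263 to 0.156). The mitosis difference in long knockdown without the block kept its sign and its side of the threshold in each of 8 fits untreated and 8 under angiotensin II, from -1.93 to -0.7506 and from -2.052 to -0.9587.

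Without the filter, at a mean CPM of at least 1 and over called genes only, rho was 0.07155, 0.2932 and -0.08456 for the libraries labelled total knockdown against overexpression, -0.08172, -0.282 and -0.3329 against untreated long knockdown, and 0.3286, 0.8805 and 0.9576 between both long knockdown comparisons. Leaving out 1 library gave 0.08848 to 0.252, -0.2778 to -0.1873 and 0.7693 to 0.8087, and -0.08009 to 0.02374 for angiotensin II.

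Of 234 other values of named genes, 2 were weaker and 3, for Sox4 in overexpression, stronger. Of 292 leave-one-out values of them 14 were weaker, 1 stronger, 5 moved and 2 reversed, those of 2610307P16Rik under angiotensin II in long knockdown (from -0.0538 to 0.1954). Of 128 values of the interferon and p53 sets 23 were weaker and 4 reversed, and of 132 leave-one-out values 11 were weaker, 9 stronger, 2 moved and 22 reversed, and with the block 8, 6, 5 and 10 of 132. DESeq2 gave no adjusted p for Mki67 and Ccnb1 under PDGF-BB. The depth leaves Cnn1, at 5 counts or fewer in every library, untested.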

Other observations

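The tests of exchanged labels, of the power to see a fall to 50%, of total counts and of the size of stray transcription in the libraries labelled total knockdown, of NF-kB target genes and of markers of other cell types were chosen only after the results they address were seen.

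Other splits of the same libraries were fitted for each comparison with at least 3 libraries per group, counting only splits that part every same-numbered pair, in 85 fits of the compared groups alone. For overexpression 1 of 4 splits, the real one, gave as many genes as the 66 called (0 in the others). The real split was also the only 1 of 8 for long knockdown untreated (3246 genes, 0 in the others) and under angiotensin II (3397, 0 in the others), for PDGF-BB (6284, at most 1 in the others), for angiotensin II in control cells (1, 0 in the others) and for the interaction (1, 0 in the others). For angiotensin II in long knockdown all 8 of 8 splits gave 0 genes, with 114 at an unadjusted p under 0.05 for the real split. These designs cannot give a share under 0.25 for overexpression or 0.125 for the others, so the count alone does not exclude a grouping by chance. Splits that leave some pairs together gave 0 genes as well, in 6 for overexpression and 27 for untreated long knockdown. The libraries labelled total knockdown have 2 per group and no such test.

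GC content and transcript length were tested as sources of the called genes by a correction of each library. Shares are of the called genes with a value in the annotation, 309 of 317 in the libraries labelled total knockdown, 249 of 253 in overexpression and 3698 of 3783 in untreated long knockdown. After correction for GC content, 90.9% of these genes were still called in the libraries labelled total knockdown, 92.8% in overexpression and 98.2% in untreated long knockdown (96.5%, 93.9% and 99% with the replicate block). After correction for length the shares were 95.5%, 96.8% and 92.2% (98.2%, 93.9% and 93.4% with the block). Neither property accounts for most of the calls.

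The target was not lower in the libraries labelled total CASC15 knockdown. A fall to 50% lies 4.16 standard errors below the estimate, so too few libraries is not an adequate reason for missing it. A smaller fall was not tested. In simulated counts of 2 against 2 libraries, 33.7% of 2-fold changes were recovered. Another possible explanation is that knockdown and control labels were exchanged. Fold changes of this comparison ran against those of untreated long knockdown, with a rho of -0.243 across genes, as an exchange would give, but the target did not differ past the threshold between these libraries, and an oligonucleotide with effects of its own would give a negative rho too. Other controls went against an exchange: of the 317 genes called between these libraries, 92.1% lay nearer the antisense controls than the libraries labelled knockdown in the plasmid controls, and 73.7% of the 205 tested in run 3 did in its untreated controls. The libraries labelled knockdown are therefore the ones that stand apart, and why the target was not lower in them is not known. A fall confined to some transcripts of the gene, or one that had passed before the cells were harvested, cannot be seen in gene counts.

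More genes were higher than lower in these libraries, 231 against 86, and the higher genes had few counts. Larger libraries are not the reason: the mean total count was 0.997 times that of the controls. Genomic DNA or stray transcription was tested with 1736 olfactory and vomeronasal receptor genes, which smooth muscle is not known to use. Their summed CPM was 8.77 and 12.9 in the libraries labelled knockdown and 7.03 and 7.51 in the controls, a ratio of 1.49. The receptor genes rose by 0.000638 CPM per kb of transcript. A background rising evenly by that amount gives at least 50% of the rise in 0 of the 223 higher genes with a length. It gives at most 0.776% of the rise, so by its size an even background does not account for the higher genes. Stray transcription that differs from gene to gene was not tested.

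The absence of called genes under angiotensin II in control cells has a candidate explanation in the receptor mRNA. Of the 12 control libraries of run 3, 0 held more than 3 counts of Agtr1a or Agtr1b, the genes of the angiotensin II type 1 receptor, and Agtr2 held none. The PDGF receptor gene Pdgfrb held 3039 to 6415 counts in the same libraries. Too few libraries is not an adequate reason for 2-fold changes in genes of typical spread, since 81.8% were recovered in simulated counts of this design. Those counts took dispersions from the trend over expression and held no batch differences. Standard errors of the 5 mitosis genes named in advance ran from 0.367 (Plk1) to 0.806 (Mki67) on the log2 scale. A 2-fold change in the more variable of them could have been missed. Receptor protein was not measured, and whether the cell source is as labelled was not tested.

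Lcn2 and Saa3, which rose in overexpression, are inflammatory genes, and a list of 33 other NF-kB target genes was tested for it. Of 30 that could be tested, 30 were higher and 18 were called (28 with the replicate block), and their mean log2 fold change was 2.02 above that of other genes (limma's camera, adjusted p = 1.76e-57 over 4 comparisons, and p = 0.000787 by the same test when the correlation between genes was estimated; 2.08, adjusted p = 6.24e-57 and p = 0.003 with the block). A response to transfected plasmid that both arms share equally would leave no difference, and so is not enough. A plasmid response stronger in the overexpression arm would leave a difference and was not excluded. The plasmids differ in more than CASC15, and an impurity of the overexpression plasmid could give the same result. The same list had differences of -0.647 in untreated long knockdown (19 of 27 genes lower), -0.622 in long knockdown under angiotensin II (23 of 27 lower) and 0.233 in the libraries labelled total knockdown (21 of 30 higher). Their adjusted p values were 0.000124, 3.58e-06 and 0.285 with limma's camera, and the p values by the same test with the correlation estimated were 0.0214, 0.00803 and 0.715. With the block the differences were -0.639, -0.614 and 0.219, the adjusted p values of limma's camera 0.000249, 1e-05 and 0.277, and those p values with the correlation estimated 0.0492, 0.0213 and 0.695. That CASC15 raises NF-kB target genes is a hypothesis. In overexpression these libraries cannot separate it from the plasmid preparation. Long knockdown was made with oligonucleotides. Of the effects of the oligonucleotide itself, only binding to long pre-mRNA was tested there, across all genes and not for this list.

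Binding of the oligonucleotide to long pre-mRNA was tested as a source of the changes in untreated long knockdown. Across 14225 genes with a span, rho between genomic span and log2 fold change was 0.041 (0.041 with the replicate block), so fold changes did not fall with span. Called genes were longer than the median of 20.9 kb for all genes tested in both directions, with medians of 26.4 kb for lower and 41.1 kb for higher genes. In the libraries labelled total knockdown the median span of lower genes was 116 kb, against 17.9 kb for higher genes and 21.3 kb for all genes tested, and rho was -0.0693 (-0.0704 with the block) across 14540 genes. In overexpression, made with a plasmid, rho was -0.0663 (-0.0683 with the block). Median spans there were 34.1 kb for lower and 24.3 kb for higher genes. The rho in the libraries labelled total knockdown therefore does not by itself point to the oligonucleotide. The median span of their lower genes, 116 kb, was not matched in overexpression, at 34.1 kb. Binding to long pre-mRNA is thus not excluded as a source of the lower genes in those libraries.

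Tagln held 4.1 to 77 counts and Cnn1 0 to 5 over the 30 libraries, while Acta2 held 1895 to 7773 and Tpm2 542 to 1243. The growth protocol mentions both mouse and rat cells, and whether the source is as labelled was not tested. Another cell type in place of smooth muscle was tested with marker genes. Of 12 endothelial and leukocyte markers, 0 had a mean CPM of at least 10. Of 8 fibroblast markers 4 had, and cultured smooth muscle cells share those. Lum, Dpt, Thy1 and Fap had not, with a mean CPM of 1.77, 0.246, 0.0047 and 0.0846. With fibroblast markers on both sides of the minimum, fibroblasts cannot be told apart from smooth muscle cells here.

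The interferon score in run 2 was 7.1 ± 0.815 in the plasmid controls and 7.9 ± 0.29 in overexpression (SD, n = 3 each), and 0.837 ± 0.169 and 1.35 ± 0.122 in the antisense controls and the libraries labelled total knockdown (SD, n = 2 each). Every plasmid library, at 6.178 or more, lay above every antisense library, at 1.441 or less. A high interferon score thus went with plasmid transfection. The further rise in overexpression, by 0.319 to 1.391 within the 3 batches, cannot be told apart from a stronger response to the plasmid.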
